A study of Mus musculus with 6 samples. Its data were reported in "Microglial PGC-1α protects against ischemic brain injury by suppressing neuroinflammation" (2021).

How the data were processed

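Microglia had been isolated by the authors with a magnetic selection kit for the surface receptor P2RY12, from mPGC-1α mice and PGC-1α^f/f littermates with AIS. Total RNA was extracted, amplified, labelled and hybridised to Agilent mouse gene expression arrays, 1 array per sample. The labels name Cy3 as the dye in one field and Cy5 in the labelling protocol; the scanner files hold 1 green channel, which was used. Samples were grouped by the genotype in their labels into 3 control and 3 mPGC-1α samples, and the replicate numbers were taken from the same labels.

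The scanner files deposited by the authors hold linear intensity values per spot, made with Agilent Feature Extraction 11.5.1.1. The processed signal is background-subtracted and detrended within each array and is not normalized between arrays. The deposited files also hold the median spot intensity, the median local background and flags for spots well above background, saturated spots and outliers. The authors' series matrix holds log2 values normalized between arrays in GeneSpring for 46731 of the 56605 probes that are not controls. Its columns correlated with the log2 processed signal of the same array with r of at least 0.999 across probes. Its rule for leaving out probes was not stated.

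For each array, log2 of the processed signal minus the 75th percentile of that array over probes that are not controls was computed in R 4.3.3 with the data.table package (version 1.17.8). Spots marked as non-uniform or population outliers were left out, saturated spots would have been kept, and spots of one probe were averaged. A probe was tested if it was well above background on all unmarked arrays of at least one group, with at least 2 such arrays, and if each group had at least 2 values. This left 40745 probes, 3750 of them with a missing value. Probes were named by matching the accession in the array file, without version, to a RefSeq gene table of assembly GRCm38.p6. A match was found for 33767 of 56605 probes (59.7%), and for 99.2% of those with an accession of a curated messenger RNA. Probes without a match entered the tests but were not named. The array grid was made for an older build, so no coordinates are given.

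Groups were compared with limma 3.58.1 (lmFit and eBayes with an intensity trend, two-sided, group as the only term), with Benjamini-Hochberg adjustment over all tested probes and a threshold of 0.05. The study's methods name no test for the arrays. Single genes were also compared with an exact permutation test of the 6 values over all 20 assignments. For genes with several probes the probe with the highest mean over the 6 arrays was used, and disagreements are stated. Gene sets were tested with the pre-ranked form of camera on the moderated statistic, with a correlation of 0.01, because the planned form does not take missing values. The planned form on the probes with all 6 values is given as an alternative, as are fry and a correlation estimated from the data on the same probes. The neuron, oligodendrocyte and astrocyte lists shared 0 genes with any other list, the monocyte and macrophage list shared 2, and 24 of the 32 study genes were also in another set.

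The probes named in the text were to be those with an adjusted p below 0.05 and no overlap between the groups, the 5 largest rises and the 5 largest falls, with 1 probe per gene. As none passed, the places were filled by the rule set for that case. These are the probes with the smallest unadjusted p among those that changed at least 2-fold without overlap. The study genes, Cx3cr1, Xist and Ddx3y were named whatever their values.

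The alternatives planned before the data were examined were quantile normalization, normexp background correction (offset 50) followed by quantile normalization, the authors' log2 series matrix, no filter and a stricter filter on dim probes, the slide as a block, the replicate number as a block, eBayes without the intensity trend, and leaving out each array. For gene sets and study genes they also included other set tests and the mean of all probes of a gene. Normexp was run on the median spot intensity, in place of the mean, which is not used here. Others were added later and are named as such in the closing section.

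Whether the replicate numbers pair the samples was checked through the correlation, across probes, of each array's deviation from its group mean. Arrays with the same number correlated at 0.247, 0.224 and 0.171, and arrays with different numbers between -0.337 and 0.035. As each same-number value exceeded 0.1, the numbers were taken to pair the samples, and the fit with the replicate block is given where it changes a call. The cut of 0.1 does not establish a pairing. Array 3 of each group shared a slide, and deviations from a mean of 3 arrays are not independent. No label says what a number stands for. The arrays lay on 2 slides, 2 of each group on the first and 1 of each on the second, and were scanned on 1 day, so the slide could be fitted as a block.

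The procedure was tested on simulated values for the 40745 probes, with 200 of them changed. Limma recovered 2 of 50 probes with a log2 change of 1, 34 of 50 with a change of 2, 49 of 50 with a change of 3 and 49 of 50 with a change of 4, and called 8 of 40476 unchanged probes. The set test called the 1 shifted set and 1 other set. With the replicate block it recovered 125 of the 200 and called 9 of 40476 unchanged probes. Changes of 2-fold were thus mostly below what 3 arrays per group can call.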

Results

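To examine how microglial PGC-1α changes gene expression after acute ischemic stroke (AIS), microglia were isolated from the brains of mice with AIS and their RNA was measured on microarrays. Microglia are the resident immune cells of the brain, and PGC-1α, encoded by Ppargc1a, is a transcriptional coactivator that drives the formation of mitochondria. The control mice, PGC-1α^f/f, carried a PGC-1α gene joined to an eGFP tag, to be switched on by the recombinase Cre. The mPGC-1α mice carried in addition a tamoxifen-inducible Cre under Cx3cr1, a gene active in microglia, and were meant to overexpress PGC-1α in these cells. There were 3 arrays of PGC-1α^f/f samples (control) and 3 arrays of mPGC-1α samples, 1 array per sample. All samples were labelled as male and 10 weeks old.

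Each single-colour array had 62976 features, of which 59305 spots were not controls. The signal was well above background on 84.5%, 86.5% and 73.5% of these spots for control arrays 1, 2 and 3. For mPGC-1α arrays 1, 2 and 3 the shares were 85.2%, 83.5% and 71.0%. The 75th percentile over probes, without spots marked as outliers, was 1154, 673 and 822 units on the control arrays. It was 740.0, 679 and 632 units on the mPGC-1α arrays. On every array 0 spots were saturated. Array 3 of each group lay on a second slide, and these arrays had the most spots marked as outliers by the scanner software, 3010 and 4931 against 549 to 1094 on the other 4. With 3 arrays per group, the number of arrays limits the precision of every value. All levels are log2 intensities relative to the 75th percentile of the same array, and all differences are mPGC-1α minus control.

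The overexpressed gene was examined first, because it checks the genotype of each array. On the brighter Ppargc1a probe (A_51_P279038), the levels were -1.02, -0.48 and -0.29 on control arrays 1, 2 and 3, a mean of -0.59 ± 0.38 (SD, n = 3). On mPGC-1α arrays 1, 2 and 3 they were -1.05, -0.81 and -0.62, a mean of -0.83 ± 0.21 (SD, n = 3). The difference was -0.23 with a standard error (SE) of 0.30 and a limma adjusted p = 0.871. It was smaller than the spread between the control arrays, and an exact permutation test gave a two-sided p = 0.4, where 3 against 3 arrays cannot give less than 0.1. The second probe (A_55_P2745394) also did not rise, with a difference of -0.34 and an adjusted p = 0.838. Within the first slide, which held 2 arrays of each group, the difference on the brighter probe was -0.18, and between the 2 arrays of the second slide it was -0.34. The alternative that moved it most was leaving out control array 1, which gave -0.45. The overexpression was therefore not seen on these probes, and below, mPGC-1α names the label of an array.

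Cx3cr1, the gene that drives Cre in the mPGC-1α mice, gave a second look at the genotype. Its level on probe A_52_P99810 was 4.22, 3.74 and 4.35 on control arrays 1, 2 and 3, a mean of 4.11 ± 0.32 (SD, n = 3). It was 2.82, 2.40 and 3.63 on mPGC-1α arrays 1, 2 and 3, a mean of 2.95 ± 0.63 (SD, n = 3). Cx3cr1 thus lay lower on all 3 mPGC-1α arrays than on any control array, by 2.22-fold (log2 difference -1.15, SE 0.33). The exact permutation test gave p = 0.1, the smallest value that this design allows, and after adjustment over all probes limma gave an adjusted p = 0.573. With the replicate number as a block, the limma adjusted p = 0.000184. Over the other alternatives the adjusted p ranged from 0.0565 to 1.00. The difference was -1.37 within the first slide and -0.72 on the second slide. This probe kept its direction under every alternative tried, between -1.54 and -0.88, and moved most, to -1.54, under quantile normalization with control array 2 left out. A second Cx3cr1 probe (A_55_P2007964) was marked as an outlier on 3 of the 6 arrays and was not tested. With the marked spots kept, its difference was -0.33 (SE 0.21) and the groups overlapped, with 3.90 on mPGC-1α array 3 and 3.75 on control array 3. Keeping all marked spots also moved the scale. The tested probe was then at 4.11 on control array 3 and 3.13 on mPGC-1α array 3, and moved less on the other arrays.

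**Figure D1:**
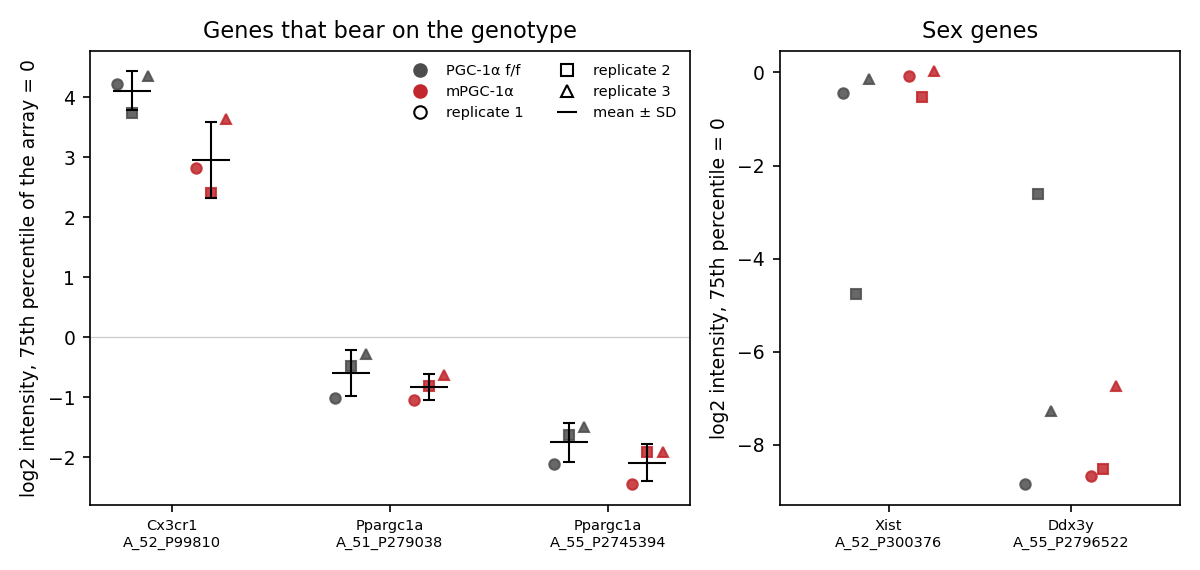
Levels of Cx3cr1, 2 Ppargc1a probes and the sex genes Xist and Ddx3y on each array, as log2 intensity relative to the array's 75th percentile. Points are arrays (grey, PGC-1α^f/f; red, mPGC-1α), black bars in the left panel are the mean ± SD of 3 arrays, Cx3cr1 is lower on all 3 mPGC-1α arrays, Ppargc1a overlaps between the groups, and Xist on control array 2 lies at -4.75.

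Genes of the sex chromosomes were read as a further check of the samples. Xist, which is expressed from the inactive X chromosome of females, had a level of -0.44 on control array 1, -4.75 on control array 2 and -0.14 on control array 3. On mPGC-1α arrays 1, 2 and 3 its levels were -0.07, -0.52 and 0.02. The Y-linked gene Ddx3y showed the opposite pattern, with -2.61 on control array 2 and no signal well above background on the other 5 arrays. A total of 4 of 7 Y-linked probes, 1 each of Ddx3y, Eif2s3y, Kdm5d and Uty, were well above background on control array 2 alone. Against the dimmest signal well above background on the other 5 arrays, or the probe's own signal where that was higher, they were at least 3.60-fold higher there for Ddx3y, 4.11-fold for Uty, 7.94-fold for Kdm5d and 23.7-fold for Eif2s3y. Control array 2 thus differed from the other 5 arrays, of both groups, in genes of both sex chromosomes.

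The genome-wide comparison asked which transcripts differed between the genotypes after AIS. In all, 40745 probes passed the detection filter, of which 26226 could be named, for 18222 genes. The median log2 difference over all tested probes was 0.15, so a difference near this value is that of a typical probe. With outlier-marked spots kept, the median was 0.08. With limma and Benjamini-Hochberg adjustment, 0 probes reached an adjusted p below 0.05, and the smallest adjusted p was 0.175. At an unadjusted p below 0.05 there were 2732 probes, or 6.71% of those tested. The groups did not overlap for 3751 of the 36995 probes measured on all 6 arrays (10.1%), where chance gives 10%. The count of 0 depended on single arrays and on the model. Without control array 2 limma called 1555 probes (145 higher and 1410 lower), and without mPGC-1α array 1, where limma pooled the variances completely, it called 699 (144 higher and 555 lower). With the replicate number as a block it called 1720 probes (451 higher and 1269 lower), 1 when that fit was made on quantile-normalized values.

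By the looser rule of at least a 2-fold change with an unadjusted p below 0.05, 478 probes were higher and 1177 were lower in the mPGC-1α arrays, 1655 in all. These probes are not controlled for the number of tests. The count was 3414 without control array 2 and 929 without control array 1. Without mPGC-1α array 2 the rises and falls were more even, with 696 probes higher and 902 lower. When each gene was represented only by its brightest probe, the count was 500, with 245 probes higher and 255 lower.

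Most of the surplus of falls lay in the dimmer probes of genes that the array measured with several probes, of which 706 fell and 102 rose. Of the brightest or only probes of a gene, 230 fell and 234 rose. Of the 14519 probes without a gene name, which the comparisons within genes leave out, 241 fell and 142 rose. Among the 14371 tested probes of such genes, 44.3% were the brightest of their gene. Of the 772 such probes that fell at least 2-fold, 66 (8.55%) were the brightest, and of the 170 that rose, 68 (40.0%) were. Probes were ranked on their mean over all 6 arrays, so a fall itself makes a probe dimmer and a rise makes it brighter. These shares, and the counts for the brightest probe of each gene only, are partly shaped by that. Among probes of like brightness, 8.82% of the dimmer probes fell but 1.70% of brightest or only probes did, while 1.27% and 1.64% rose. The brighter probes of the genes with a fallen probe had a median log2 difference of 0.0081, and 48.8% of these 886 probes were lower in the mPGC-1α arrays. Probes of like brightness that were not the dimmest of their gene, in genes without a fallen probe, had a median of 0.17, and 28.7% of them were lower. The median shift against such probes was -0.17 (95% interval -0.19 to -0.13, resampled over genes). The dimmer probes of genes with a fallen probe, 186 in number, had a median of -0.47, 79.0% were lower, and their shift was -0.42 (interval -0.58 to -0.28). The brighter probes of genes with a risen probe had a median of 0.48, 90.4% of these 115 probes were higher, and their shift was 0.41 (interval 0.27 to 0.50).

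**Figure D2:**
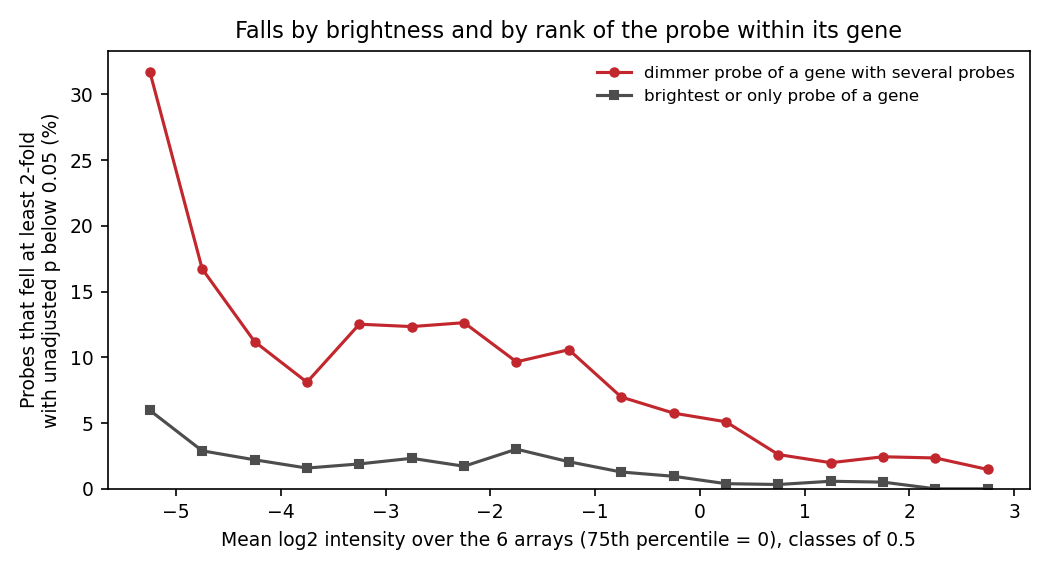
Share of probes (%) that fell at least 2-fold with an unadjusted p below 0.05 in the mPGC-1α arrays, by mean log2 intensity over the 6 arrays in classes of 0.5 that hold at least 100 probes of each kind. Red points are dimmer probes of genes with several probes and grey points are brightest or only probes of a gene; the red share lies above the grey share in every class drawn, and over all classes the shares are 8.82% and 1.70%.

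Because no probe passed the adjustment, the named probes are those with the smallest unadjusted p among probes that changed at least 2-fold without overlap between the groups. Among rises, Apod (A_51_P366811) had a difference of 1.74 (SE 0.28), from 2.41 ± 0.35 (SD, n = 3) to 4.15 ± 0.29 (SD, n = 3), with a limma adjusted p = 0.351. Its second probe rose by 1.64. Septin4 (A_51_P383991) rose by 2.09 (SE 0.35, adjusted p = 0.503) and its second probe by 1.44. Ccn3 (A_66_P110117) rose by 2.16 (SE 0.39, adjusted p = 0.503), and Dusp26 (A_51_P259029) by 1.69 (SE 0.34, adjusted p = 0.554). Pcsk6 (A_52_P376574) rose by 2.04 (SE 0.38, adjusted p = 0.503), but its other probe differed by 0.16. Septin4 was measured on 2 of the mPGC-1α arrays and Ccn3 on 2 of the control arrays. Ccn3 was dim, with a mean of -5.38 on the control arrays. With normexp followed by quantile normalization its difference was 0.66, and those of the other named rises lay between 1.07 and 1.99.

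The probe with the smallest p was one of Mmp12 (A_55_P2024803), which encodes a macrophage protease. Its level was 0.11 ± 0.94 (SD, n = 3) on the control arrays and -3.28 ± 0.44 (SD, n = 3) on the mPGC-1α arrays, a difference of -3.38 (SE 0.44, limma adjusted p = 0.175). Its other probes differed by -1.39 and -2.23, so all 3 probes were lower in the mPGC-1α arrays. Without the detection filter this probe alone passed, with an adjusted p = 0.018, and over all alternatives its adjusted p ranged from 2.69e-12 to 1.00. Serpinb1b (A_52_P86116) fell by 1.79 (SE 0.33, adjusted p = 0.503). Cfap52 (A_66_P136436) was not well above background on any mPGC-1α array and was at least 6.66-fold lower there (adjusted p = 0.393). Ankrd45 (A_52_P214772) was likewise not well above background on any mPGC-1α array and was at least 2.59-fold lower (adjusted p = 0.503). These bounds set the control mean against the dimmest signal that was well above background on each mPGC-1α array, or the probe's own signal where that was higher. Ubxn10 (A_52_P505277) was well above background on 2 of the 3 mPGC-1α arrays and fell by 3.20 (SE 0.54, adjusted p = 0.413). The other probes of Cfap52 and Ankrd45 differed by -1.02 and -0.74, and those of Ubxn10 by -0.82 and -0.34. With normexp followed by quantile normalization, the named probe of Ankrd45 differed by -0.57. The other named falls then lay between -2.50 and -1.02. With the replicate block all 10 named probes passed, with limma adjusted p between 4.5e-12 and 0.0033. These probes had been chosen for small p on the same arrays, so this is no independent support. On quantile-normalized values the block called 1 probe in all, that of Mmp12.

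**Figure D3:**
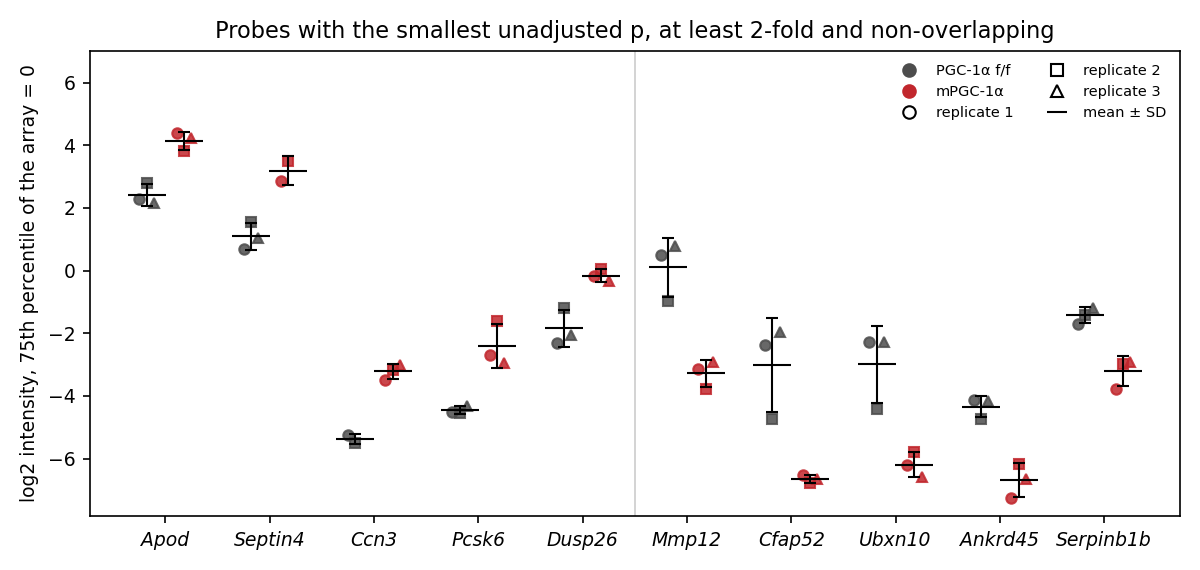
Levels of the 10 named probes on each array, as log2 intensity relative to the array's 75th percentile. Points are arrays (grey, PGC-1α^f/f; red, mPGC-1α; symbols give the replicate number, and 1 array is missing for Septin4 and for Ccn3), black bars are the mean ± SD, and the largest difference with all 3 mPGC-1α arrays well above background is that of Mmp12, -3.38.

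The study examined inflammatory mediators, autophagy and mitochondrial genes by other assays, and the transcripts of these genes were read here as a list fixed before the data were examined. Of the 32 genes, 30 were tested, each by its brightest probe; Il17a was not well above background on any array, and Ucp3 had too few unmarked spots. Over all probes 0 of the 30 genes passed the limma adjustment, and 1 gene had an unadjusted p below 0.05. Adjusted over the list alone, 1 gene passed, Arg1 (A_51_P303160). Its levels were -0.61, -0.24 and 1.33 on control arrays 1, 2 and 3 and -2.31, -1.54 and -2.05 on mPGC-1α arrays 1, 2 and 3. The difference was -2.12 (SE 0.45), with an adjusted p = 0.014 over the list alone and 0.554 over all probes by limma. With the replicate block Arg1 passed over all probes (adjusted p = 2.4e-06). It also passed over all probes without control array 2 (adjusted p = 0.047) and without mPGC-1α array 1 (adjusted p = 0.00057). Over the list alone it did not pass without mPGC-1α array 3.

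None of the other genes of the list had an unadjusted p below 0.05. Across the list 21 genes were higher and 9 lower, with a median difference of 0.19, close to the 0.17 of all genes, and 4 genes did not overlap between the groups. The differences were 0.81 for Il6 (SE 0.46), 0.37 for Tnf (SE 0.47), 0.59 for Ccl5 (SE 0.34), -0.38 for Il1b (SE 0.33) and -0.87 for Nlrp3 (SE 0.55). Tnf changed sign without mPGC-1α array 1 (-0.30). For 7 of the 14 genes with several tested probes, the probes differed in sign. One of them was Ulk1, whose brightest probe (A_55_P1977314) differed by 0.57 (SE 0.33, adjusted p = 0.805). Its dimmer probe (A_55_P2736170) differed by -1.85 (SE 0.63, adjusted p = 0.584), with levels of -0.62, -4.00 and -2.15 on control arrays 1, 2 and 3 and between -4.25 and -3.85 on the mPGC-1α arrays.

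Gene sets fixed before the data were examined covered the themes of the study and the markers of microglia and of other cells that a sort may carry along. By the pre-ranked camera test of limma with a preset correlation of 0.01, 4 of 15 sets passed the adjustment. The neuron markers were higher in the mPGC-1α arrays (median log2 difference 0.86, 36 of 37 genes higher, adjusted p = 5.8e-22). The oligodendrocyte markers (median 0.95, 18 of 20 genes higher, adjusted p = 2.3e-10) and the astrocyte markers (median 0.89, 18 of 19 genes higher, adjusted p = 4.6e-08) were also higher. The monocyte and macrophage markers were lower (median -0.09, 5 of 20 genes higher, adjusted p = 0.0041). The latter set lost its call without control array 2 (adjusted p = 0.197), control array 3 (0.0783) or mPGC-1α array 1 (0.815), and its median was 0.0087 without control array 3 and 0.29 without mPGC-1α array 1. It also lost its call with camera on the probes with all 6 values (adjusted p = 0.0566), where 3 sets passed. None of these 4 calls held under fry, where the smallest adjusted p was 0.079 for neuron markers, or with the correlation estimated from the data, where it was 0.345, so 0 sets passed there.

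The sets of fatty acid oxidation (median 0.06, adjusted p = 0.140), autophagy and mitophagy (0.07, 0.425), oxidative phosphorylation (0.16, 0.688), inflammatory mediators (0.18, 0.979) and mitochondrial antioxidants and uncoupling proteins (0.19, 0.688) did not pass. Neither did the markers of microglia (0.23, 0.425), neutrophils (-0.02, 0.425), erythrocytes (0.07, 0.688), lymphocytes (0.19, 0.821), endothelial and mural cells (0.30, 0.979), or the list of study genes (0.19, 0.688). The test compares the mean moderated statistic of a set with that of all other genes. Its direction was lower, against a positive median, for fatty acid oxidation, autophagy, oxidative phosphorylation, inflammatory mediators, microglia, erythrocytes, lymphocytes and the study genes. The mean and the median of a set differed in sign for fatty acid oxidation (mean -0.02), microglia (mean -0.09) and erythrocytes (mean -0.04). Under quantile normalization 7 sets passed, among them fatty acid oxidation, microglia and oxidative phosphorylation as lower.

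**Figure D4:**
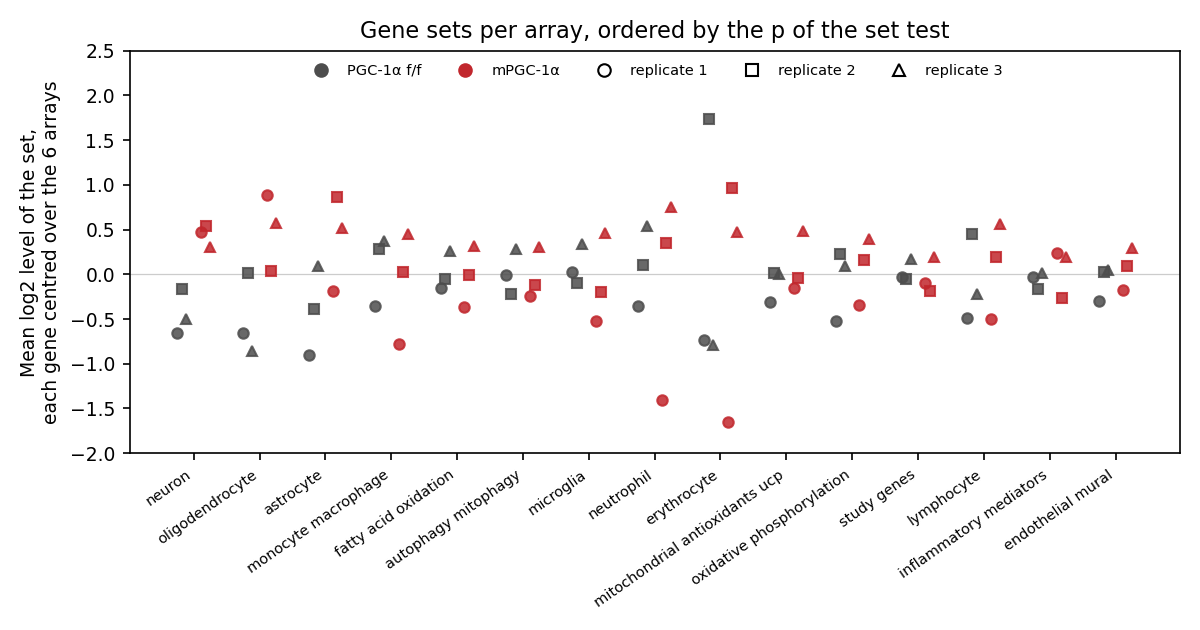
Mean log2 level of each gene set on each array, with each gene centred over the 6 arrays and only probes measured on all 6 arrays used; sets are ordered by the p of the set test. Points are arrays (grey, PGC-1α^f/f; red, mPGC-1α; symbols give the replicate number), and the neuron markers lie between -0.65 and -0.17 on the control arrays and between 0.30 and 0.54 on the mPGC-1α arrays.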

Values the study reported

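By quantitative real-time PCR, the study reported that PGC-1α mRNA in primary cultured microglia was approximately 2-fold higher in mPGC-1α mice than in PGC-1α^f/f mice.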

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

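The alternatives chosen only after the results were seen were keeping outlier-marked spots, the replicate block with quantile normalization, without the intensity trend or with fry, the brightest probe of each gene only, quantile normalization with the second control array left out, and camera on the probes with all 6 values.

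Ppargc1a was not higher in the mPGC-1α arrays under any alternative: its difference lay between -0.31 and -0.15 under the changes of processing and between -0.45 and -0.08 with one array left out, with adjusted p of at least 0.748. Cx3cr1 was lower under every alternative, between -1.54 and -1.03 except for -0.88 without mPGC-1α array 2. These values are of its tested probe. Its difference of -1.15 passed the adjustment with the replicate block alone.

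The count of probes past the adjustment was 0 under quantile normalization, alone or after normexp, the series matrix, the stricter filter, the slide block, no intensity trend and outlier-marked spots kept. It was 1 without a filter and 1 with the brightest probe of each gene only, Mmp12 in both cases. With one array left out it ranged from 0 to 1555. The largest counts came without control array 2 (1555) and without mPGC-1α array 1 (699), although fewer arrays were used. In the latter fit the estimated prior degrees of freedom were infinite, so the variances were pooled completely, against 5.51 without control array 2. The cause of these counts was not tested. Quantile normalization with the second control array left out gave 1541, so that count did not come from the scaling.

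The replicate block gave 1720 calls, 458 without the intensity trend and 1 with quantile normalization, which was Mmp12. Of the 1720, 452 were also called without the trend and 1 with quantile normalization. The block leaves 2 residual degrees of freedom, and the shrinkage of the variances added 74.6 prior degrees of freedom in the first fit, 12.5 without the trend and 9.67 with quantile normalization. The cause of the different counts was not tested. Against the fit without it on the same values, the block changed no call other than those of single probes, Cx3cr1 and Arg1 (study genes over all probes: 1, also without the trend), except on quantile-normalized values. There neutrophils gained a call (adjusted p from 0.0988 to 0.0200) and fatty acid oxidation lost it (from 0.0285 to 0.0687). With fry the block gave 0 sets.

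The number of probes changed 2-fold at an unadjusted p below 0.05 was 1655. It was 649 with normexp followed by quantile normalization (128 higher and 521 lower), against 1330 with quantile normalization alone; the cause was not tested. It was 500 with the brightest probe of each gene only, where fewer probes are tested, and 3360 under quantile normalization with the second control array left out. With one array left out it ranged from 929 to 3414. Under the remaining alternatives it lay between 1314 and 2137. The share of rises among these probes was 28.9%. It lay between 19.7% and 32.8% under the changes of processing with all arrays and all probes, at 19.5% under quantile normalization with the second control array left out, and between 24.4% and 43.6% with one array left out, the latter without mPGC-1α array 2. With the brightest probe of each gene only, 245 of 500 rose.

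For gene sets, 4 passed in the first instance. The count was 7 under quantile normalization, the series matrix, the replicate block with quantile normalization and quantile normalization with the second control array left out. It was 6 with normexp followed by quantile normalization and 5 with the mean of all probes of a gene, where fatty acid oxidation also passed as lower (adjusted p 0.014). It was 0 with fry, with an estimated correlation and with the replicate block and fry, was 3 with camera on the probes with all 6 values, and ranged from 3 to 8 with one array left out. Neuron, oligodendrocyte and astrocyte markers kept their direction under all alternatives and their calls under all but the 3 that gave 0. Without mPGC-1α array 1, 4 sets turned from a lower to a higher direction, now past the threshold. With one array left out, their medians ranged from -0.74 to 0.90 for erythrocytes (0.61 without that array), from 0.013 to 0.46 for lymphocytes (0.34), from -0.43 to 0.52 for neutrophils and from -0.10 to 0.35 for oxidative phosphorylation. The cause was not tested.

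Of the study genes, 0 passed over all probes and 1 over the list alone. With one array left out both counts ranged from 0 to 2. Under quantile normalization with the second control array left out, 1 gene passed over all probes and 3 over the list alone. The additional genes were Ulk1 (without control array 2), Immt (without mPGC-1α array 1) and Sqstm1. For Ulk1 and Immt, another probe became the brightest tested one, as the first no longer had enough values.

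Among single results under changes of processing, the named probes gave 116 values, of which 85 kept their side of the threshold and 31 passed it, all in the same direction. The study genes gave 346 values, of which 316 kept direction and side, 2 passed and 28 changed sign without passing. The gene sets gave 255 values, of which 193 were unchanged, 15 gained and 13 lost a call, and 34 changed sign without a call. With one array left out, the named probes gave 56 values, 37 on the same side and 19 that passed. The limits of detection were those of signal over background: the arrays of the second slide had 73.5% and 71.0% of spots well above it, and 2 of the 10 named probes had only a bound in the mPGC-1α group.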

Other observations

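The tests of the second Cx3cr1 probe, of probes within a gene, of the sex genes, of the position of control arrays 1 and 3 and of the cilia genes were chosen only after these results were seen, while those of Cx3cr1, Ppargc1a, the neuron markers, the slide and the splits were planned.

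Ppargc1a on its brighter probe was 1.18-fold lower in the mPGC-1α arrays. That is lower than the value quoted from the study above. The quoted value came from cultured microglia of newborn mice given tamoxifen in the dish. The arrays came from microglia isolated after stroke, so cells and induction differ. By immunostaining, a measure of protein, the study also reported higher PGC-1α in microglia of mPGC-1α mice given tamoxifen. The difference on the arrays was -0.23, and the values argue neither for nor against a candidate explanation by the design of the probes. An inserted PGC-1α coding sequence need not carry the natural 3′ untranslated region, where array probes often lie, and the positions of the probes were not used here. A lack of overexpression in these samples, or a wrong label, stays open as well.

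Cx3cr1 differed by -1.15 on its tested probe. The driver strain named by the study carries Cre in the Cx3cr1 locus itself. A candidate explanation is that this insertion removes part of the Cx3cr1 transcript in every mPGC-1α mouse. The number of alleles that carry it in these mice was not stated. A fall of the microglial share of the samples would lower the other microglia markers too. The median difference of the other 17 markers was 0.26, and 7 of them fell. One, Olfml3, fell more than Cx3cr1, by 1.29 with a larger error (SE 0.64). Of all genes, 1.33% lay below the difference of Cx3cr1. The microglia set itself depended on the scaling and on the arrays used. Without mPGC-1α array 3 it passed as lower in the set test under the first scaling (median -0.07, adjusted p 0.0477). It passed as lower under quantile normalization, normexp followed by quantile normalization, and the series matrix (adjusted p 0.0039, 0.0054 and 0.0090), although the median of the other markers was no lower than -0.03 there and Cx3cr1 differed by -1.28, -1.25 and -1.38. That set includes Cx3cr1 itself, so its calls partly restate the fall of this gene. A loss of microglial share as the whole cause would lower the other markers about as far as Cx3cr1. Their median, between -0.03 and 0.26 over these scalings, argues against that, although 7 of them fell under the first scaling. A smaller loss of microglial share is not excluded. The second Cx3cr1 probe, with its marked spots kept, differed by -0.33, and since probe positions were not used here, the explanation stays open. The exact p of 0.1 cannot exclude chance, and a biological change of Cx3cr1 after stroke was not tested.

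Neuron, oligodendrocyte and astrocyte markers were higher in the mPGC-1α arrays, 36 of 37 in the case of neurons. This may reflect more RNA of other brain cells in these sorted microglia. The mean of the neuron set was -0.65, -0.17 and -0.50 on control arrays 1, 2 and 3 and 0.48, 0.54 and 0.30 on mPGC-1α arrays 1, 2 and 3. Of the 37 genes, 36 were well above background on all control arrays too, so such RNA, or expression of these genes by microglia, was present in both groups. The astrocyte means were -0.91, -0.39 and 0.10 on control arrays 1, 2 and 3 and -0.18, 0.87 and 0.52 on mPGC-1α arrays 1, 2 and 3, so these groups overlapped. The oligodendrocyte means were -0.66, 0.015 and -0.85 against 0.89, 0.038 and 0.57, nearly equal on array 2 of each group. Within each of the 3 pairs of the same replicate number the mPGC-1α array was higher for all 3 sets. The most abundant neuron markers were Snap25, which rose by 0.37 (SE 0.26), and Meg3, which rose by 0.99 (SE 0.43). The most abundant astrocyte marker, Aldoc, rose by 1.14, but of the most abundant oligodendrocyte markers Enpp2 fell by 0.36 and Trf rose by 0.02. A uniform dilution of microglia would raise the markers of all other cells alike. The endothelial and mural markers, at 0.30, did not follow, and the sets were not called by fry or with an estimated correlation. A larger uptake of neuronal material by the mPGC-1α microglia, or a change of these genes within microglia, was not tested.

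A chance split of the arrays cannot be excluded as the source of the 1655 probes changed 2-fold. Of the 10 splits of the 6 arrays into groups of 3, 3 gave at least as many probes changed 2-fold as the genotype labels. The others were control arrays 1 and 3 with mPGC-1α array 1 (2058) and with mPGC-1α array 3 (3159). For probes past the adjustment, all 10 splits gave as many as the 0 of the labels, which a count of 0 fixes in advance, so this comparison decides nothing. With 10 splits the share cannot go below 0.1. Among the 4 splits that part all 3 pairs of replicate numbers, the replicate block called 1720 probes for the genotype labels and 0 for each of the other 3, but 1 of 4 is the smallest share possible there. The other 6 splits part 1 pair each. No split follows the slide, and with the slide as a block 1593 probes changed 2-fold, so a difference between the slides does not explain the count of 1655.

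Control arrays 1 and 3 lay apart from the other 4 arrays. The first principal component, with 45.0% of the variance, was -93.2 and -84.6 on these arrays, 48.0 on control array 2, and 51.2, 45.7 and 32.9 on mPGC-1α arrays 1, 2 and 3. The slide does not account for it, since control arrays 1 and 3 lay on different slides and correlated across probes at 0.976. The sex genes do not account for it either: mPGC-1α array 1, with 51.2, had the sex genes of control arrays 1 and 3. If this component followed the genotype, an exchange of labels between the groups would put an mPGC-1α array on the side of control arrays 1 and 3. The lowest mPGC-1α array was at 32.9. Whether the component follows the genotype is not known, so an exchange is not excluded. A wrong label on control array 2 alone stays open too. On the tested Cx3cr1 probe this array was at 3.74, above the mPGC-1α arrays, of which the highest was at 3.63. So small a gap does not decide the question. The correlation of control array 2 with the mPGC-1α arrays averaged 0.971, against 0.940 with the other control arrays, and was 0.982 with mPGC-1α array 2. A difference in the handling or RNA of control arrays 1 and 3 would give the same picture. The increase to 1555 calls without control array 2 was read from arrays that part in this way and may rest on either cause.

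Control array 2 carried Y-linked transcripts and little Xist, whereas the other 5 arrays carried Xist and few Y-linked transcripts. A candidate explanation is that mice of both sexes lie behind arrays labelled as male, with control array 2 from male tissue and the others from females. A total of 4 Y-linked probes were well above background on control array 2 alone. A failure of Y-linked probes on the other 5 arrays would leave Xist as it is in males, but Xist was higher on each of them than on control array 2, by at least 4.23 on the log2 scale. Of the other 3 Y-linked probes, one of Eif2s3y (A_55_P2846101) was at -0.73 on control array 2 and well above background there and on control array 1 (-5.98), but on no other array. The exceptions were a Kdm5d probe (A_55_P2731516), which gave signal on all 6 arrays and was highest on control array 2 (-3.02), and a second one (A_55_P2302973) that was dim on all. Sex and genotype are partly confounded here, because the only array with this pattern was a control.

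Of the probes with a gene name, those that fell in the mPGC-1α arrays were mostly the dimmer probes of their genes. The 241 falls among probes without a name were not covered by these tests. A lower level of the whole gene would lower the brighter probes as much as the dimmer ones. Against probes of like brightness, the brighter probes of genes with a fallen probe were shifted by -0.17. The dimmer ones were shifted by -0.42, with 95% intervals that did not overlap. These lists held 677 and 162 genes, so the shifts were not compared within the same genes and do not decide it. The brighter probes of genes with a risen probe were shifted by 0.41, so they followed a rise more than a fall. The difference between rises and falls would argue against a lower level of the whole gene as the whole cause, for genes with a brighter probe. However, probes were ranked on their mean over all arrays, so a fall makes a probe dimmer and a rise brighter. This selection works towards the same difference, so the comparison does not decide it. As the brighter probes of genes with a fallen probe were shifted down, a lower level of the whole gene stays open as a cause. A difference in scale that depends on brightness alone would act on all dim probes, yet 8.82% of dimmer probes fell against 1.70% of brightest or only probes at matched brightness. The share was higher for dimmer probes in 19 of 26 brightness classes. The same ranking bears on these shares, by an amount that was not tested. One open explanation is uneven coverage along transcripts, for example through RNA integrity or amplification that starts at the 3′ end, where probes far from the end would lose signal. The gap between the dimmest and the brightest probe of a gene, against its mean over the arrays in 5340 genes, was 0.26, -0.08 and 0.12 on control arrays 1, 2 and 3 and -0.09, -0.13 and -0.17 on mPGC-1α arrays 1, 2 and 3. Control arrays 1 and 3 thus had more even probes than the other 4, control array 2 included, so the pattern followed the first principal component and not the genotype label alone. Probe positions were not used here, and a difference in the use of isoforms or in unspliced RNA cannot be told apart from it. In larger lists the values were close to the 0.0081 and 48.8% of this one: the brighter probes had a median of 0.03 for falls called with the replicate block and of -0.02 for falls called without control array 2, with 45.9% and 51.1% of them lower. Ulk1 and Immt, whose falls appeared when single arrays were left out, were represented there by such dimmer probes.

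Genes of cilia were among the largest falls, Cfap52 and Ubxn10 among them. Because ependymal cells, which line the ventricles, carry cilia, unequal amounts of their RNA are a possible explanation. Of 28 ependymal markers, listed before this test and in no other list, 24 were tested and 16 were lower in the mPGC-1α arrays, with a median of -0.45. The set means were -0.23, 0.49 and 0.37 on control arrays 1, 2 and 3 and -0.68, -0.19 and 0.23 on mPGC-1α arrays 1, 2 and 3, so the groups overlapped, but within each of the 3 pairs of the same replicate number the mPGC-1α array was lower. The set test with the preset correlation gave an unadjusted p of 1.8e-08, whereas fry gave 0.370, fry with the replicate block 0.147 and an estimated correlation 0.185. The most abundant markers moved apart, Tekt4 by 0.18, Rsph1 by -0.76 and Nme5 by -0.70, and the median lay between -0.71 and -0.14 over the alternatives. Because the markers went both ways and the set tests differed, this explanation stays open.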
